A study of Arabidopsis thaliana with 20 samples. Its data were reported in "BCL7A and BCL7B potentiate SWI/SNF-complex-mediated chromatin accessibility to regulate gene expression and vegetative phase transition in plants" (2024).

How the data were processed

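The data were peak lists from chromatin immunoprecipitation followed by sequencing (ChIP-seq) of Arabidopsis thaliana seedlings aged 14 days that carried a GFP-tagged protein, with an antibody against GFP. The tagged proteins were BRM, an ATPase of the SWI/SNF chromatin remodelling complexes, and the complex members BCL7A and BCL7B. Per the labels, 12 libraries fell into 6 groups of 2 replicates: BCL7A, BCL7A in the brm-1 mutant, BCL7B, BCL7B in brm-1, BRM, and BRM in the bcl7ab double mutant. According to the study, each tagged protein was expressed in a mutant of its own gene (bcl7a, bcl7b or brm-1), so no group is wild type, and brm-1 as a group name here stands for its addition to a BCL7A or BCL7B line. The other 8 of the 20 samples (spike-in ChIP-seq with Drosophila chromatin, and MNase-seq) were not analysed here.

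Before deposit, the authors trimmed the reads with fastp, mapped them to the TAIR10 genome with Bowtie 2, kept uniquely and perfectly mapped reads, and called peaks with MACS2 in each library on its own, so the replicates could be compared. For every peak the deposited lists give the position, the summit, a score, the fold enrichment (a ratio of the summit pileup to the background) and the -log10 of the p-value and of the q-value, all as the authors deposited them. These values were used only to describe, rank or filter peaks within their own list, and the score was not used. Whether an input library entered the peak calling was not stated, and a list from plants without GFP was not analysed here.

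The lists of the 2 proteins BCL7A and BCL7B and those of BRM were not made alike, although the methods of the study give a single set of parameters. The lowest -log10 q deposited in the BCL7A and BCL7B lists lay between 2.03 and 2.25, just above a -log10 q of 2. In the BRM lists it lay between 0.475 and 0.577, and the lowest -log10 p lay between 1.31 and 1.41, as from a limit on the p-value. The summit pileup and the background of each peak were recovered from its deposited fold enrichment and -log10 p, since the fold is (pileup + 1)/(background + 1) and p is the Poisson tail of the pileup. Left out of this recovery were 14 to 46 peaks per list whose p-value was too small to compute. A whole-number pileup fitted 100% of the other peaks in each of the 12 lists (misfit under 0.01 in -log10 p), which is 99.7% to 99.9% of the nuclear peaks. The background equalled the genome background at 94.2% to 97.9% of BRM peaks and at 31.1% to 37.0% of BCL7A and BCL7B peaks, so a local background had been applied mainly in the latter. BRM peaks were wider, with median widths of 799 to 841 bp against 519 to 542 bp. All comparisons of BRM with BCL7A or BCL7B carry this difference, which coincides with the protein and cannot be removed, whereas the libraries of each mutant contrast were alike in these respects.

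The depth of each library, as the number of fragments, was computed from the genome background with the genome size that the methods of the study give and a fragment length read from the lists. The methods give a fragment length of 200 bp, but the shortest peak, whose length MACS2 by default limits to the fragment length or more, was 257 to 295 bp and differed between libraries, with at least 104 peaks within 5 bp of it in each list, as when the lengths of read pairs are used. The shortest peak was therefore taken as the fragment length, a choice made after the data were seen. The depth so implied ranged from 7.23 to 12.5 M (mega) fragments per library. The read-depth table of the study was not used here, so this depth was not checked against read numbers, and since the limits found in the lists differ from the stated q of 0.05, the stated genome size is an assumption too, though it does not enter ratios of depth. Depth and the limits of peak calling set which weak sites appear in a list, so the absence of a peak is not the absence of binding.

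Peaks on the 5 nuclear chromosomes were used, and organelle peaks were left out of the main comparisons. Peaks of 2 libraries were matched where they shared at least 1 bp. Peaks of a group matched between its replicates were merged into regions with a peak in both replicates. A region of the reference group was called retained where it overlapped such a region of the mutant group and lost where it overlapped no peak in either mutant library. A mutant region that overlapped no peak in either reference library was called new. The strength of a region was the mean over the replicates of the percentile rank of its fold enrichment within each list.

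Peak numbers were compared by exact two-sided permutation tests of 2 against 2 libraries, whose smallest p is 0.333. The replicate excess, which is the mean share of peaks overlapped within groups minus that between groups, was compared over the 3 splits of the 4 libraries, with the same smallest p. Co-occupancy was tested one-sided against 1000 random placements of the regions within their chromosomes, whose smallest p is 0.001. Odds ratios came from Cochran-Mantel-Haenszel tests over 5 strata of equal size by within-list rank. These tests run over regions, which are not replicates, and describe the libraries at hand. The difference between BCL7A and BCL7B was tested over the 36 arrangements of the 2 protein labels within each background (smallest two-sided p 0.0556). A share of regions is 1 value over all libraries and has no SD of its own, so its movement was measured against the SD of the share of peaks overlapped over the 4 pairs of single libraries. These pairs share libraries and are not independent, and that SD is small beside the range with a replicate left out, so such shares were readily taken to have moved. With all replicates kept, a value with a test was taken as the same under an alternative where it kept its direction and its side of the 0.05 threshold, whatever its size. A value without a test, or with a replicate left out, was taken to have moved under an alternative where it shifted by 1 SD or more, an odds ratio with a replicate left out where it left the 95% confidence interval of the main value, and a number of genes where it changed by more than 1.5 times. The share over same-numbered libraries was set against the mean over all 4 pairs. These measures of movement were set after the lists had been opened. The numbers of the replicates were not treated as pairs.

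Genes were the 37899 nuclear genes and pseudogenes of the TAIR10.1 annotation. TAIR10.1 names the same 5 nuclear chromosomes as TAIR10, and no peak end lay beyond a chromosome end of TAIR10.1. Peak positions are given as in the lists, counted from 1. A gene was called bound where its transcription start site (TSS) lay within 2 kb of a summit in a region with a peak in both replicates. The loci named in the text were fixed before the data were examined: 11 loci that the study discusses (MIR156A, MIR156C, SPL9, SPL15, AGAMOUS, BRM, BCL7A, BCL7B, AT5G15220, AT2G29660 and AT2G29970), and in each mutant contrast the 3 lost and the 3 new regions of highest mean rank, named by the nearest TSS.

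Alternatives fixed before the data were examined were peaks with a -log10 q of 5 or more, an equal number of the strongest peaks per library, an overlap of at least 50% of both intervals, summits within 200 bp, regions with a peak in either replicate, organelle peaks included, the same-numbered libraries as blocks, each replicate left out in turn, other definitions of a lost region, no strata, other TSS windows and random placement at peak summits. A fold enrichment of 3 or more, a -log10 q of 2 or more for BRM, and a second list of positions found beside the peaks in the BCL7A and BCL7B files were added after the data were seen. Irreproducible discovery rates, by which the study kept peaks found in both replicates, and differential occupancy, which needs reads, were not computed.

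Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The code of the steps was checked on simulated peak lists of 15000 sites, with the groups of the comparison of BCL7A in brm-1 with BCL7A. A simulated retained share of 85.3% was recovered as 85.3%, a simulated odds ratio of 1.57 as 1.57, and 100% of simulated pileups were recovered. The simulated replicates held the same sites, loss did not depend on strength, and BRM peaks were as wide as the others. The recovered share and odds ratio therefore check the code only and do not show how the steps behave on the real lists.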

Results

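Chromatin occupancy of GFP-tagged BCL7A, BCL7B and BRM was described by peak lists from 12 ChIP-seq libraries of Arabidopsis seedlings, 2 per group. BRM is the ATPase of a class of SWI/SNF complexes, which move nucleosomes, and BCL7A and BCL7B are homologous proteins of these complexes. The brm-1 mutant lacks BRM function, and bcl7ab lacks both BCL7A and BCL7B.

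BCL7A libraries held 18177 ± 109 nuclear peaks (SD, n = 2), and BCL7A libraries in brm-1 held 18854 ± 23.3 (SD, n = 2). For BCL7B the number was 17570 ± 199 (SD, n = 2), against 15111 ± 267 in brm-1 (SD, n = 2). BRM libraries held 15625 ± 21.2 nuclear peaks (SD, n = 2), and 14981 ± 298 in bcl7ab (SD, n = 2). The depth implied by the lists, in M (mega) fragments, was 9.05 ± 0.0374 M for BCL7A and 10.5 ± 0.194 M for BCL7A in brm-1 (SD, n = 2 each). It was 7.64 ± 0.586 M for BCL7B and 9.70 ± 0.617 M for BCL7B in brm-1 (SD, n = 2 each). BRM libraries had 11.2 ± 0.368 M, and 11.6 ± 1.28 M in bcl7ab (SD, n = 2 each). Between replicates, the mean share of peaks overlapped by 1 bp or more ranged from 88.1% for BRM in bcl7ab to 92.5% for BCL7A in brm-1. Regions with a peak in both replicates numbered 16471 for BCL7A, 15889 for BCL7B and 13253 for BRM. In the mutants they numbered 17234 for BCL7A, 13317 for BCL7B and 12549 for BRM.

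**Figure D1:**
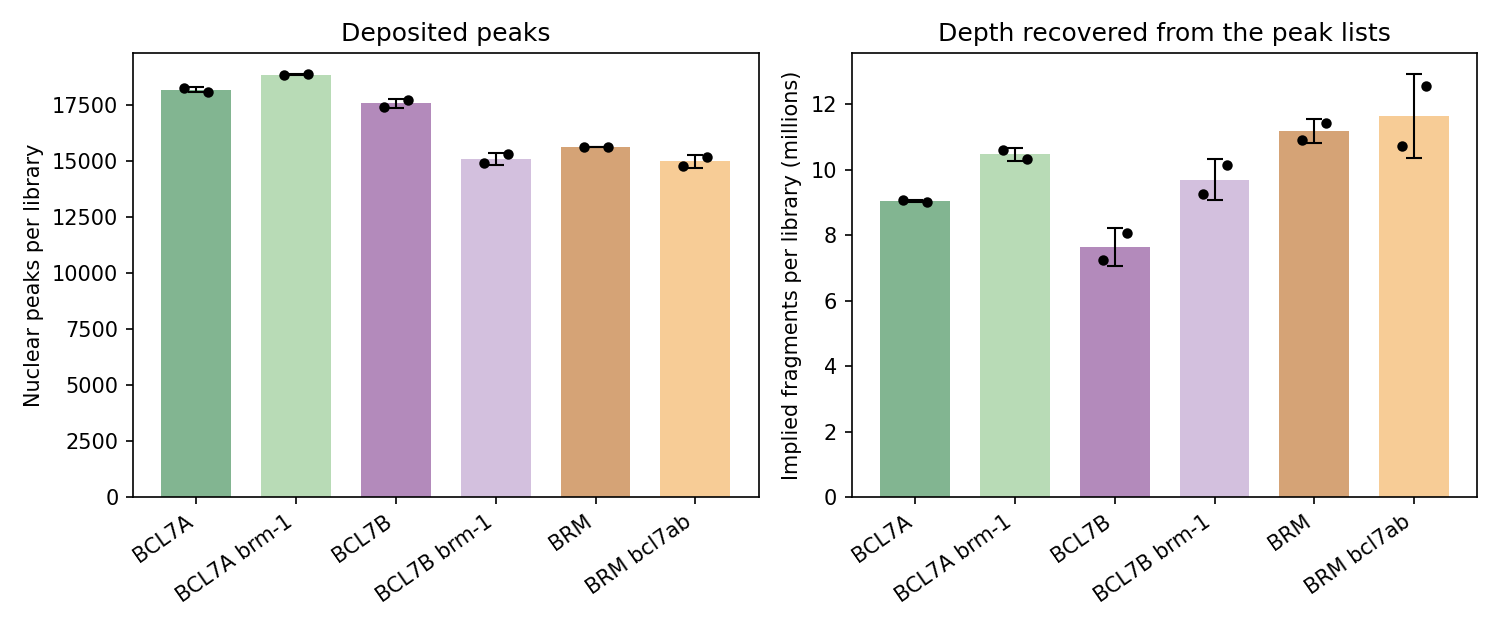
Nuclear peaks per library (left, number) and implied fragments per library (right, M) in the 6 groups; bars are means, error bars are SD and points are the 2 libraries of each group. BCL7B libraries in brm-1 held fewer peaks (mean 15111 against 17570) at a greater implied depth (9.70 against 7.64 M fragments).

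To ask whether the proteins lie at the same sites, regions were compared between the groups without a further mutation, in which each tagged protein stood in a mutant of its own gene. Of the BCL7A regions, 76.2% (12550 of 16471) overlapped a BRM region, against a mean of 24.6% over 1000 random placements (one-sided permutation p = 0.001, the smallest possible). The share of BCL7B regions over a BRM region was 78.3% (12441 of 15889), against 24.6% at random (permutation p = 0.001, again the smallest). BCL7A regions overlapped a BCL7B region in 89.7% of cases (14780 of 16471), against 19.1% at random (permutation p = 0.001, again the smallest). Random placement at the summits of any peak of the 12 libraries was a stricter background, with means of 60.2%, 60.3% and 63.4% in the same order, and each observed share still exceeded all 1000 placements. An overlap of at least 50% of both intervals moved the shares with BRM most, to 36.3% for BCL7A and 37.9% for BCL7B, whereas BCL7A with BCL7B stayed at 84.5%. BRM lists were made with other limits and had wider peaks than the lists of BCL7A and BCL7B. The limit alone changed these shares little, since BRM peaks with a -log10 q of 2 or more, the limit of the BCL7A and BCL7B lists, gave 73.6% for BCL7A and 75.8% for BCL7B. The protein and the rest of the processing cannot be told apart in comparisons with BRM.

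**Figure D2:**
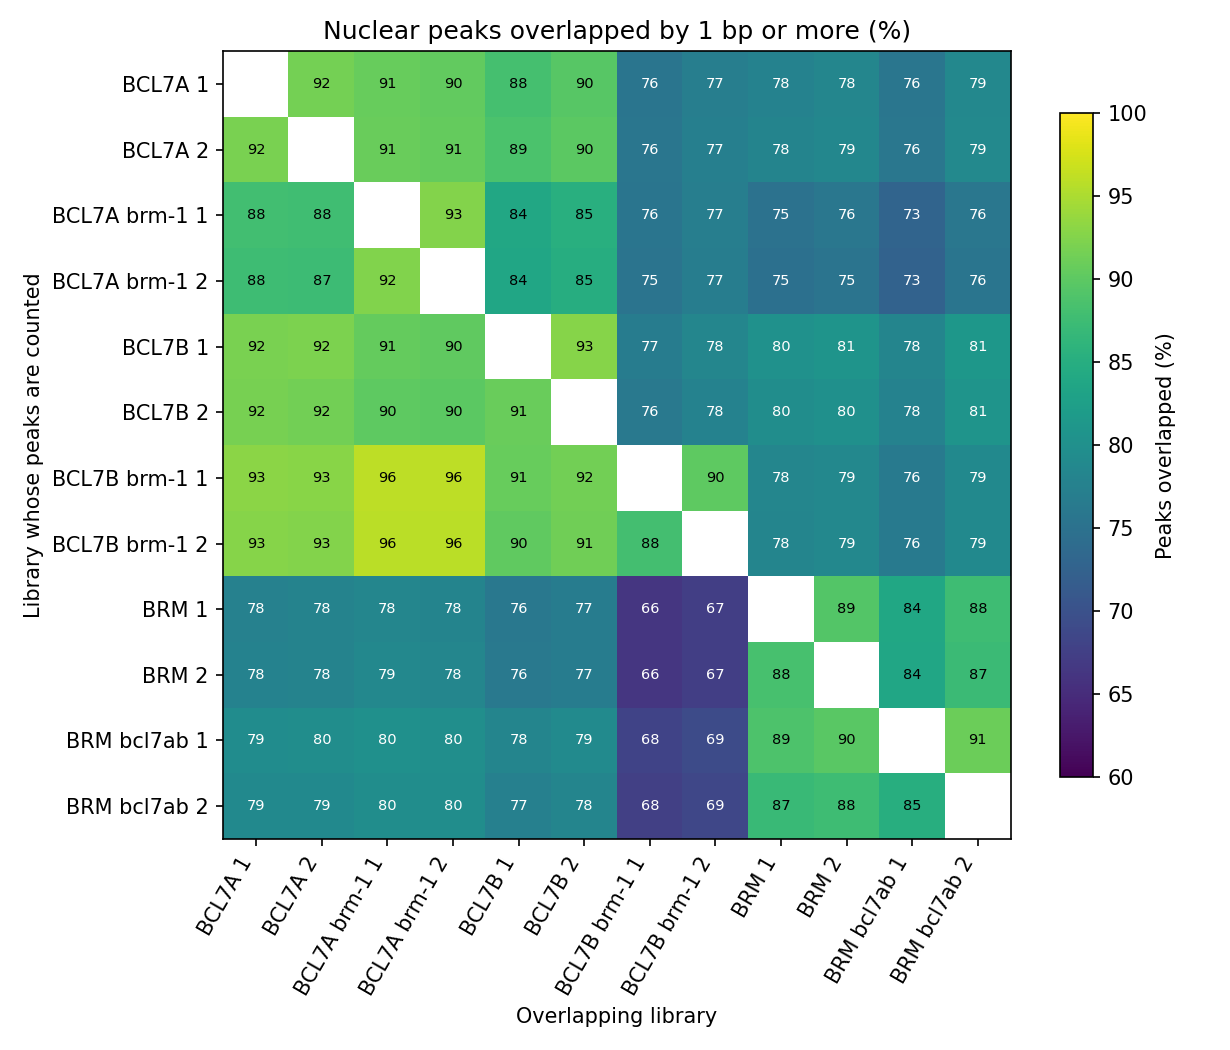
Share of nuclear peaks (%) of each library on the vertical axis that a peak of each library on the horizontal axis overlapped by 1 bp or more, for all 12 libraries. Replicates overlapped by 88.1% to 92.5% on average, and BCL7A peaks by brm-1 BCL7A peaks in 90.6% and BCL7B peaks by brm-1 BCL7B peaks in 77.2%.

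Summits of BCL7A and BCL7B regions lay close to the transcription start site (TSS). Within 200 bp of a TSS lay 57.2% of BCL7A summits and 55.9% of BCL7B summits, against 12.2% of 200000 random positions. For BRM the share was 30.9%, and BRM summits lay farther into the gene, with a median of 185 bp downstream of the TSS, against 10 bp for BCL7A and 18 bp for BCL7B. In bcl7ab the BRM share within 200 bp was 36.4% and the median was 140 bp. A TSS within 2 kb of a region summit marked 21452 of the 37899 annotated nuclear genes as bound by BCL7A, 20680 by BCL7B and 18208 by BRM. A window of 1 kb gave 17306, 16617 and 14522 genes, and BRM peaks with a -log10 q of 5 or more gave 12987.

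**Figure D3:**
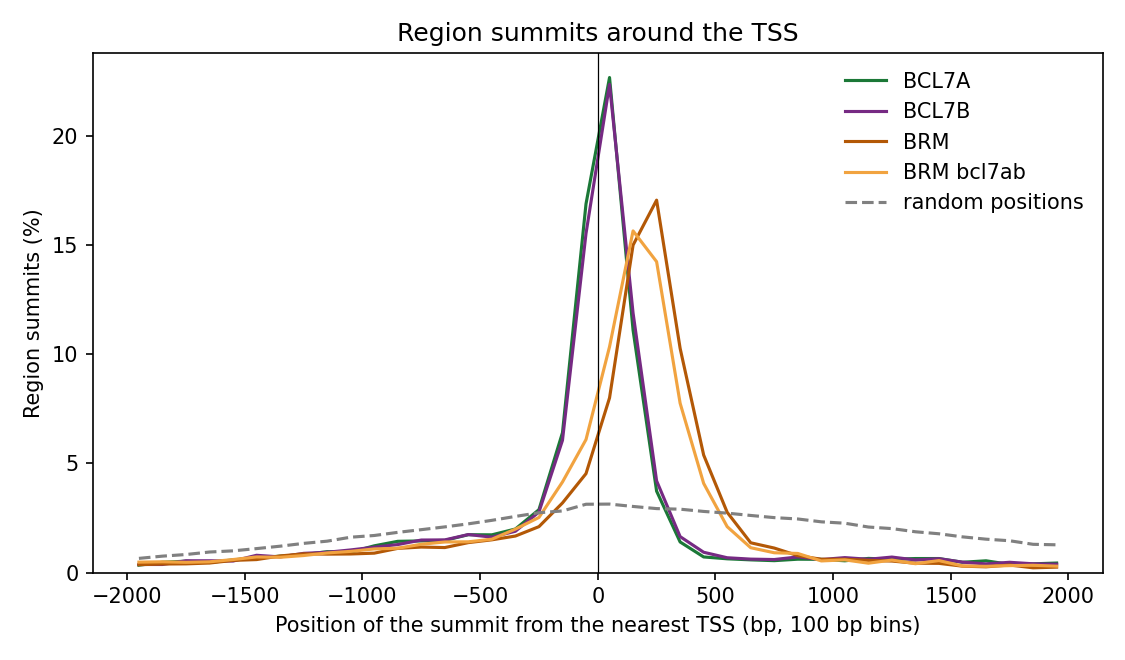
Share of region summits (%, vertical axis) by position from the nearest TSS (bp, horizontal axis, bins of 100 bp) for BCL7A, BCL7B, BRM, BRM in bcl7ab and random positions. BCL7A and BCL7B summits peak at the TSS (57.2% and 55.9% within 200 bp), and BRM summits peak downstream of it (median 185 bp).

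The brm-1 libraries were compared with the libraries of the same protein without brm-1 to ask whether BCL7A and BCL7B need BRM to occupy chromatin. The number of BCL7A peaks in brm-1 was 1.04 times that without brm-1 (exact two-sided permutation p = 0.333, the smallest that 2 libraries against 2 allow). With a -log10 q of 5 or more the ratio was 1.03. Among peaks with a fold enrichment of 3 or more the ratio reversed to 0.952. The number of BCL7B peaks was 0.860 times that without brm-1 (exact permutation p = 0.333, again the smallest). It was 0.833 times with a -log10 q of 5 or more, and 0.537 times among peaks with a fold enrichment of 3 or more. All libraries of the mutant group lay on the same side of both libraries without brm-1 in each contrast, but no test of this size can pass a threshold of 0.05.

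In brm-1, 91.4% of BCL7A regions were retained (15050 of 16471; 87.3% to 94.1% with each replicate left out in turn), and 597 had no peak in either mutant library. The retained share of BCL7B regions was 76.1% (12093 of 15889; 71.2% to 82.2% with each replicate left out), and 2087 were lost. New regions made up 5.07% (873 of 17234) of BCL7A regions in brm-1 and 3.21% (428 of 13317) of BCL7B regions in brm-1. A fold enrichment of 3 or more moved the retained shares most, to 82.3% for BCL7A and 46.6% for BCL7B. The median fold was 3.38 and 3.39 in the BCL7B libraries and 2.80 and 2.78 in brm-1. This limit thus cut a larger part of the BCL7B brm-1 lists. The share of peaks overlapped was higher within than between groups by 3.03 percentage points for BCL7A and by 6.33 for BCL7B (exact permutation p = 0.333 each, the smallest of 3 splits). Between single libraries, 90.6% ± 0.214 of BCL7A peaks and 77.2% ± 0.986 of BCL7B peaks were overlapped by a brm-1 peak of the same protein (SD over 4 library pairs each). This difference was 13.3 percentage points (two-sided permutation p = 0.278 over 36 arrangements of the protein labels within each background). That p cannot decide whether the proteins differ, since the share depended mainly on the brm-1 libraries. BCL7A brm-1 peaks overlapped 90.2% of BCL7B peaks, and BCL7B brm-1 peaks overlapped 76.4% of BCL7A peaks. Exchanging labels among the libraries without brm-1 therefore left a difference of like size. The library pairs ranged from 90.3% to 90.9% for BCL7A and from 76.1% to 78.3% for BCL7B, but they share libraries. With an equal number of peaks in all libraries of both proteins the difference was 4.67 points, and p = 0.0556 by the same permutation was then the smallest possible.

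Lost regions were weak. The median rank of fold enrichment was at percentile 17.6 for lost and 57.4 for retained BCL7A regions, and at 24.2 and 63.0 for BCL7B. The lost BCL7A regions of highest rank lay on chromosome 4 at 175511 to 176033 (TAIR10; percentile 80.4), with the summit in an intron of GPAT8 (AT4G00400), and on chromosome 2 at 7522771 to 7523237 (percentile 76.3), in the 5′ UTR of AT2G17300. Next was chromosome 1 at 20763172 to 20764294 (percentile 67.0), in the 5′ UTR of LAS (AT1G55580). The lost BCL7B regions of highest rank lay on chromosome 1 at 4316086 to 4316997 (percentile 95.01), at -213 bp from the TSS of the transcribed pseudogene AT1G12670, and on chromosome 5 at 957261 to 958224 (percentile 94.7), at -11 bp from the TSS of PTL (AT5G03680). The next lay on chromosome 5 at 20994607 to 20995376 (percentile 92.3), in a coding exon of AT5G51670, with the TSS of the lncRNA gene AT5G07745 nearest.

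New BCL7B regions of highest rank in brm-1 all lay on chromosome 3 between genes, at 13598484 to 13598786 (percentile 99.02), 13836527 to 13837084 (percentile 96.3) and 14180344 to 14180710 (percentile 93.1). The nearest TSS belonged to the pseudogenes AT3G33058, AT3G33100 and AT3G41345, with the summits at -3152, -3621 and -8346 bp. A list from plants without GFP was not analysed here, so new binding cannot be told from background signal at these positions. The new BCL7A region of highest rank lay nearby, on chromosome 3 at 13814689 to 13814973 (percentile 97.3), with the pseudogene AT3G33080 nearest and the same limit. It was followed by regions at -35 bp from the TSS of AT5G22460 on chromosome 5 (7445473 to 7445952, percentile 83.6) and at -49 bp from that of FTM1 (AT1G43800) on chromosome 1 (16577117 to 16577830, percentile 82.8).

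Whether loss in brm-1 falls at sites of BRM was asked with regions of like strength. A BRM region was present at 79.2% of lost and 76.4% of retained BCL7A regions, with an odds ratio of 1.60 over the 5 strata of rank (95% confidence interval 1.30 to 1.97, two-sided Cochran-Mantel-Haenszel p = 7.33e-06, n = 597 lost and n = 15050 retained regions). For BCL7B it was present at 76.8% of lost and 79.5% of retained regions, with an odds ratio of 1.38 over the strata (95% confidence interval 1.22 to 1.55, p = 1.70e-07, n = 2087 lost and n = 12093 retained regions). The direction of both odds ratios depended on the overlap rule. With an overlap of at least 50% of both intervals they were 0.572 (p = 1.89e-08) and 0.890 (p = 0.0290), and without strata they were 1.18 (Fisher's exact p = 0.115) and 0.853 (Fisher's exact p = 0.00562). For BCL7A the odds ratio also depended on the requirement of a peak in both BCL7A replicates. It was 1.12 without BCL7A replicate 1 and 1.03 without BCL7A replicate 2, where a peak in 1 library made a region. For regions with a peak in either replicate it was 0.903.

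**Figure D4:**
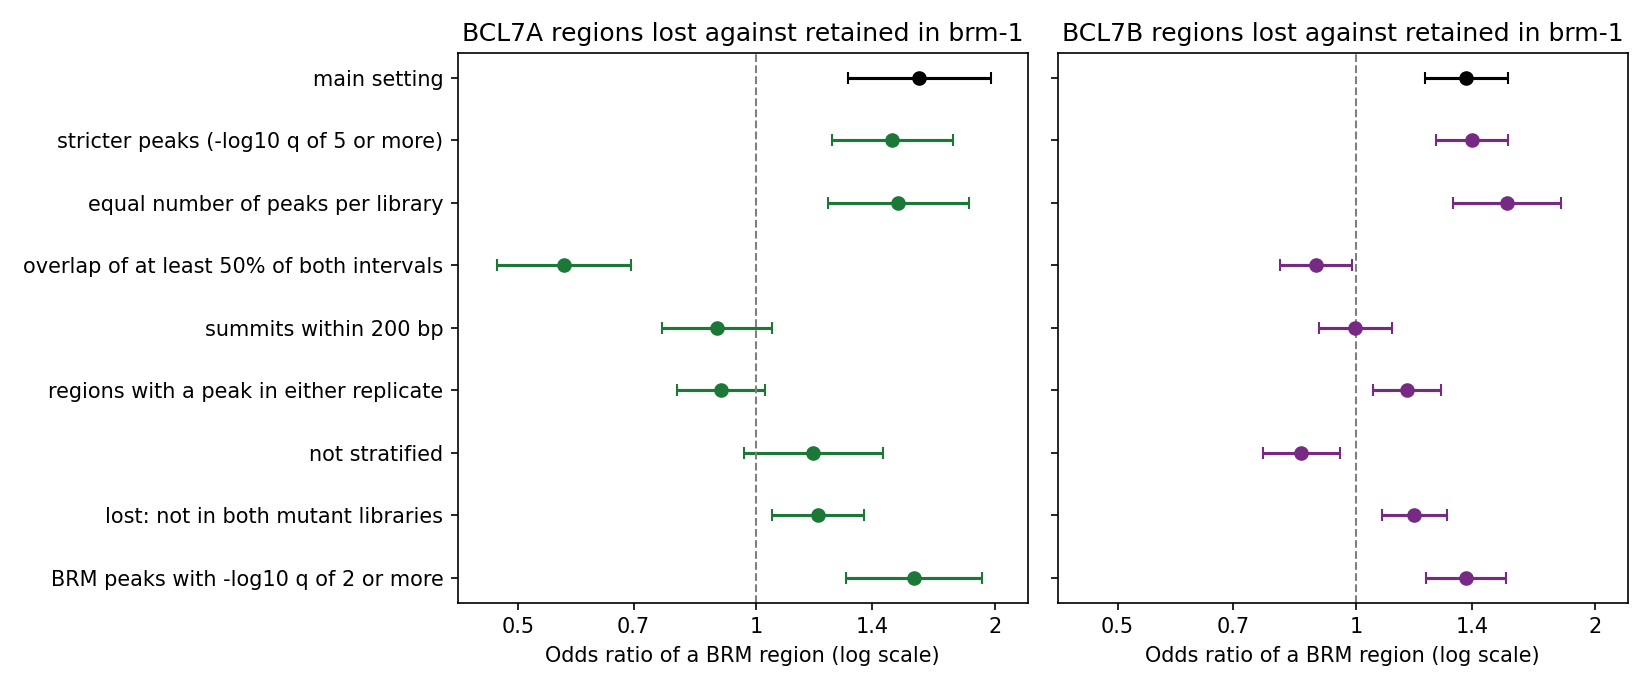
Odds ratio of a BRM region at lost against retained regions (horizontal axis, log scale) for BCL7A (left) and BCL7B (right), under the main setting (black) and each alternative named on the vertical axis; bars are 95% confidence intervals. The odds ratios lie above 1 in the main setting (1.60 and 1.38) and below 1 for an overlap of at least 50% of both intervals (0.572 and 0.890).

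Loss was shared between the proteins. Among 14263 BCL7A regions that overlapped a BCL7B region and were lost or retained, the BCL7B region was lost in brm-1 in 80.4% of cases where the BCL7A region was lost (392 regions) and in 5.80% where it was retained. The odds ratio over the strata of rank was 38.2 (95% confidence interval 28.7 to 50.9), and the two-sided Cochran-Mantel-Haenszel p fell below the smallest p recorded, 1e-300. Without strata the odds ratio was 66.4, and with loss defined as no region in both mutant libraries it was 16.6. It was 19.3 without BCL7A brm-1 replicate 1 and 16.7 without BCL7A brm-1 replicate 2. The contrasts of BCL7A and BCL7B share no library, but the regions are not replicates.

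The bcl7ab libraries were compared with the BRM libraries to ask whether BRM needs BCL7A and BCL7B to occupy chromatin. The number of BRM peaks in bcl7ab was 0.959 times that in the BRM libraries (exact two-sided permutation p = 0.333, the smallest possible). Of the BRM regions, 87.5% were retained (11601 of 13253; 80.8% to 92.9% with each replicate left out), 574 were lost, and 2.82% (354 of 12549) of the regions in bcl7ab were new. Matching by summits within 200 bp moved the retained share most, to 68.5%. Between single libraries, 85.6% ± 2.09 of BRM peaks were overlapped by a peak in bcl7ab (SD over 4 library pairs). The share of peaks overlapped was 1.46 percentage points higher within than between groups (exact permutation p = 0.333, the smallest of 3 splits). Lost BRM regions had a median rank at percentile 18.9, against 61.0 for retained ones. The lost BRM region of highest rank lay between genes on chromosome 4 at 2169933 to 2170926 (percentile 95.1), 2311 bp downstream of the TSS of the lncRNA gene AT4G04815. The next were on chromosome 1 at 18164747 to 18165920 (percentile 79.2; nearest TSS of the pseudogene AT1G49090) and chromosome 5 at 10287667 to 10288209 (percentile 77.0; nearest TSS of the lncRNA gene AT5G04705). New BRM regions ranked lower, the first at percentile 65.8 on chromosome 4 at 8096752 to 8097726, nearest to AT4G14020. It was followed by chromosome 3 at 8873529 to 8873969 (percentile 59.3), in an exon of the lncRNA gene AT3G04665, and chromosome 2 at 6454289 to 6454825 (percentile 57.4), at -772 bp from the TSS of GH3.1 (AT2G14960).

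At the loci fixed in advance, peaks within 2 kb of the gene were noted in each library. MIR156A (AT2G25095, chromosome 2, 10676451 to 10676573, minus strand) had a peak in all 4 BCL7A and BCL7B libraries without the brm-1 mutation and in none of the 4 brm-1 libraries. These peaks were of low to middle rank, from percentile 21.2 to 61.9. BRM had a weak peak there in both libraries, at percentiles 23.8 and 3.04, and in 1 of 2 libraries in bcl7ab, at percentile 1.42. MIR156C (AT4G31877, chromosome 4, 15415418 to 15415521) had peaks in all 12 libraries. So did SPL9 (AT2G42200), BRM (AT2G46020), BCL7A (AT4G22320), AT5G15220, AT2G29660 and AT2G29970. Peaks in all libraries need not lie at the same site. The top BCL7A and BCL7B summits at MIR156C lay at -2091 to -2171 bp from the TSS, with and without brm-1. SPL9 had a single peak in each BCL7B brm-1 library, with summits 3006 and 3016 bp downstream of the TSS, beyond the gene. The single peak of BCL7B replicate 1 there had its summit at -33 bp. At SPL15 (AT3G57920) peaks were present in 1 of 2 BCL7A libraries, all other BCL7A and BCL7B libraries, both BRM libraries and 1 of 2 bcl7ab libraries. The BCL7A and BCL7B summits there lay 3249 to 3298 bp downstream of the TSS, beyond the gene. Their percentiles were 23.8 to 42.8 without brm-1 and 56.9 to 76.4 in brm-1. The top BRM summits lay elsewhere, at 153 and -2653 bp, and at -17 bp in bcl7ab. AGAMOUS (AT4G18960) had a peak upstream of the gene in 1 of 2 BCL7A libraries, at percentile 19.0, and in none of the other BCL7A and BCL7B libraries. BRM had a peak at AGAMOUS in both libraries and in 1 of 2 bcl7ab libraries, none above percentile 24.0. BCL7B (AT5G55210) had peaks in every library except BRM replicate 1. The BRM summits there, with and without bcl7ab, lay 2659 to 2701 bp downstream of the TSS, beyond the gene. The top BCL7A and BCL7B summits lay within 24 bp of the TSS.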

Values the study reported

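The study reported 10,586 genes bound by BCL7A. In brm-1, it reported reduced occupancy of BCL7A at 2,079 sites and of BCL7B at 9,499 sites. Of 12,523 BRM binding sites, it reported that 787 changed without BCL7A and BCL7B, with 447 increases and 340 decreases.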

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

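The tests of depth and of weak peaks for both proteins, and those of fragment length and of the second list, were chosen after the result was seen; the other tests were not.

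The peak number moved in opposite directions in brm-1 for the BCL7 proteins. The ratio was 1.04 for BCL7A, with both brm-1 libraries above both others, and 0.860 for BCL7B, with both brm-1 libraries below. The difference between these ratios was not tested. For BCL7B, a lower depth is excluded, because the brm-1 libraries held 1.27 times the fragments of the others by the implied depth, and both held more than either of the others. The genome background itself, which needs no fragment length, was 1.37 times as high. A change in weak peaks only is excluded as well, because the ratio fell to 0.537 among peaks with a fold enrichment of 3 or more. With a -log10 q of 5 or more, a limit fixed in advance, it was 0.833. One loss of signal over noise at all sites alike would keep the order of the sites. The mean Spearman correlation of within-list ranks between groups was 0.682 over 12031 regions found in all 4 libraries, while the replicates allow 0.872, so the order changed. Such a shortfall was smaller for BCL7A (0.825 against 0.892) and for BRM in bcl7ab (0.865 against 0.918). Fragments were longer in brm-1, by 21.5 bp in the mean shortest peak and in both libraries, so fragment length and the mutation cannot be told apart for BCL7B. For BCL7A the mean shortest peak was 268 bp in brm-1 and 269 bp without it. A change in BCL7B occupancy that differs among sites stays open as a hypothesis, as do library differences that these lists do not show, such as the efficiency of precipitation at different kinds of chromatin.

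For BCL7A, a higher depth may account for the rise in peak number. Both brm-1 libraries held more fragments, and among peaks with a fold enrichment of 3 or more the ratio was 0.952. With a -log10 q of 5 or more, a limit fixed in advance, the ratio stayed at 1.03, so the reversal depended on the filter. A gain of BCL7A sites in brm-1 was not shown.

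A second list of positions stood beside the peaks in the BCL7A and BCL7B data and entered no main comparison. It held 11204 positions for BCL7A, 11946 for BCL7A in brm-1, 11281 for BCL7B and 8311 for BCL7B in brm-1. Every position (100%) overlapped a peak in both libraries of its group, and the lists covered 62.4% to 71.0% of the regions found in both replicates. They may be regions the authors found in both replicates, a reading that was not stated with the lists. No biological explanation was tested.

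Peaks on the mitochondrial and plastid chromosomes were present in the BCL7A and BCL7B lists and in none of the BRM lists. They numbered 50 and 43 in the BCL7A libraries, 56 and 61 in BCL7A brm-1, 41 and 43 in BCL7B, and 45 and 50 in BCL7B brm-1. High copy number of organelle DNA is a candidate explanation, because the median local background at these peaks was at least 3.23 times the genome background in each library and up to 46.4 times. Nuclear peaks of the same libraries had a median ratio of 1.09 to 1.19. The absence from the BRM lists goes with their different processing, and no biological explanation was tested.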

How the results depend on the processing

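A fold enrichment of 3 or more, a -log10 q of 2 or more for BRM and the second list of positions were chosen after seeing the data; the other alternatives were fixed before the data were examined. Over all results and alternatives, 79 values moved (46 of them with a replicate left out), 1 was weaker, 0 were stronger, 7 reversed and 155 did none of these. Among the 155 are 76 values with a test that only kept their direction and their side of the 0.05 threshold, and 17 of those changed by more than 1.5 times. Many of these p-values were the smallest possible or could not pass 0.05, so they say nothing about stability. Where no cause is named, the cause was not tested.

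The odds ratios of BRM at lost regions were the least stable. For BCL7A the odds ratio of 1.60 reversed to 0.572 with an overlap of at least 50% of both intervals, to 0.892 for summits within 200 bp and to 0.903 for regions with a peak in either replicate, and was weaker without strata (1.18). For BCL7B the odds ratio of 1.38 reversed to 0.890, to 0.998 for summits within 200 bp, and to 0.853 without strata, and was 1.16 for regions with a peak in either replicate. The values 0.892, 0.903 and 0.998 were not past the threshold of 0.05. Leaving out each replicate gave 1.03 to 1.47 for BCL7A and 1.12 to 1.43 for BCL7B, and without BCL7A replicate 2 the BCL7A value was 1.03. Stricter peaks, equal numbers, another definition of loss and BRM peaks with a -log10 q of 2 or more kept both above 1 with p between 3.29e-10 and 0.00826.

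The ratio of BCL7A peak numbers was 1.03 with a -log10 q of 5 or more. It reversed to 0.952 at a fold enrichment of 3 or more. At that limit the retained shares were 82.3% for BCL7A, 46.6% for BCL7B and 84.6% for BRM, and the new shares of BCL7B and BRM were 1.78% and 5.83%.

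Retained shares for BCL7A, BCL7B and BRM, in that order, were 90.9%, 74.0% and 85.3% with a -log10 q of 5 or more, 86.9%, 70.2% and 75.0% with an overlap of at least 50%, and 85.7%, 69.9% and 68.5% for summits within 200 bp. New shares were 6.90%, 6.94% and 7.01% with an overlap of at least 50%, 6.81%, 6.24% and 9.34% for summits within 200 bp, and 10.3%, 7.78% and 10.1% for regions with a peak in either replicate. Those regions gave retained shares of 92.1% for BCL7A and 80.4% for BCL7B. With an equal number of peaks within each contrast (18100 per library for BCL7A and 14922 for BCL7B) the retained shares were 89.7% for BCL7A and 81.99% for BCL7B. The new shares were then 4.29% and 7.79%. These shares stand at unlike numbers of peaks. At a number common to both proteins, the difference in the share of peaks overlapped was 4.67 points. The second list gave retained shares of 90.01% and 65.5% and new shares of 1.26% and 1.06%. Under each of these alternatives the retained share of BCL7B was below that of BCL7A.

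Leaving out each replicate in turn gave retained shares of 87.3% to 94.1% for BCL7A, 71.2% to 82.2% for BCL7B and 80.8% to 92.9% for BRM. New shares rose in every such fit, to 7.79% to 8.92% for BCL7A, 5.34% to 6.16% for BCL7B and 5.70% to 7.71% for BRM. Without a reference replicate the regions stay the same and only 1 library has to lack a peak, and without a mutant replicate a peak in 1 library makes a region. Co-occupancy ran from 74.1% to 80.6% for BCL7A with BRM, 75.9% to 82.5% for BCL7B with BRM and 84.7% to 93.8% for BCL7A with BCL7B. The odds ratio of shared loss ran from 16.7 to 39.9, with 19.3 without BCL7A brm-1 replicate 1 and 16.7 without BCL7A brm-1 replicate 2. The difference in overlap between the proteins ran from 12.6 to 14.1 points.

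Values with a test changed in size as well. The odds ratio of shared loss of 38.2 was 16.6 with loss as no region in both mutant libraries, 18.9 for regions in either replicate, 24.9 with an overlap of at least 50%, 29.6 for summits within 200 bp, 31.8 at an equal number, 47.9 with stricter peaks and 66.4 without strata. Co-occupancy with BRM fell to 36.3% (BCL7A) and 37.9% (BCL7B) with an overlap of at least 50%, 40.6% and 43.3% for summits within 200 bp, and 60.8% and 63.5% with stricter peaks, and was 73.6% and 75.8% for BRM peaks with a -log10 q of 2 or more. The ratio of BCL7B peak numbers was 0.833 with stricter peaks and fell to 0.537 at a fold enrichment of 3 or more.

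The same-numbered libraries were compared as a replicate block. The numbers did not pair the samples, since deviations of same-numbered libraries correlated at 0.0023, -0.021 and -0.0023 in the BCL7A, BCL7B and BRM contrasts. Under the block the peak number ratios were 1.04, 0.860 and 0.959 (exact permutation p = 0.5 each), the shares of peaks overlapped between single libraries 90.6% for BCL7A and 77.3% for BCL7B (90.6% and 77.2% over all 4 pairs), and the difference between the proteins 13.3 points (permutation p = 0.375).

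That difference had a permutation p of 0.278 in the main setting and 0.222 to 0.278 with stricter peaks and with summits within 200 bp. The main p cannot decide whether the proteins differ, for the reason given with it in the Results. The difference was 4.67 points at an equal number, 15.0 with an overlap of at least 50% and 31.0 at a fold enrichment of 3 or more, each with the smallest possible p of 0.0556. An equal number of peaks was not run for the peak number ratio, which it fixes at 1. With 2 libraries per group, no exact test of a single contrast can pass 0.05, so the p-values of those tests say nothing about stability.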

Other observations

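The tests of sharper summits and of fragment length were chosen after the result was seen, as were the comparisons at the BCL7B locus with peaks of like rank and with the BCL7A locus; the other tests in this part were not.

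The number of genes bound by BCL7A here was 21452. That is higher than the value quoted from the study above. Sites with no brm-1 peak numbered 597 for BCL7A and 2087 for BCL7B here. With a replicate of the contrast left out they numbered 975 to 1120 for BCL7A and 2821 to 3068 for BCL7B. With loss as no region in both mutant libraries they numbered 1421 and 3796. All of these are lower than the numbers quoted from the study above, which count reduced occupancy from reads and are another measure.

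The odds ratio of BRM at lost regions changed direction with the overlap rule, and wide BRM regions met at their edges are a candidate explanation. Among BCL7A regions that overlapped a BRM region, lost ones lay 46.3 bp farther from the nearest BRM summit than retained ones of the same stratum of rank (weighted difference of medians, one-sided permutation p = 0.0619 over 1000 permutations). For BCL7B the difference was 2.88 bp (one-sided permutation p = 0.412). Neither value passes the threshold of 0.05, and a p above the threshold excludes nothing. The explanation was first to count as excluded at such a p, and this reading was changed after the values were seen. Whether lost sites hold BRM more often than retained ones of like strength therefore stays open.

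BRM summits lay nearer to BCL7A summits in bcl7ab, plants without BCL7A and BCL7B. Within 200 bp of a BCL7A summit lay 50.7% and 50.6% of summits in the BRM libraries, and 58.0% and 57.6% in bcl7ab. Sharper summits in bcl7ab are excluded as the cause, because the replicates matched each other's summits in 70.5% of cases, against 71.1% for BRM. More weak peaks in the BRM lists are excluded too, because the difference was 6.10 percentage points at an equal number of peaks. A shift of the summit within shared regions is in line with the data: over 9508 shared regions, the median distance to the BCL7A summit was 114 and 116 bp in the BRM libraries and 79 and 78 bp in bcl7ab, a difference of 36.5 bp. The median distance downstream of the TSS over 11047 shared regions was 191 bp in both BRM libraries, and 141 and 146 bp in bcl7ab. A difference in fragment length is excluded, because the mean shortest peak differed by 1.5 bp between the groups and the libraries were mixed in order (286 and 291 bp for BRM, 285 and 295 bp in bcl7ab). With 2 libraries per group no test can pass the threshold, and other library differences were not tested.

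BCL7B peaks in brm-1 were overlapped more often by BCL7A peaks in brm-1 (95.9%) than by BCL7B peaks without brm-1 (90.9%). The larger BCL7A lists are excluded as the whole cause, because at 14922 peaks per library the difference was still 3.43 percentage points. BCL7A peaks without brm-1 also overlapped more of them (92.8%) than BCL7B peaks did, and 85.2% against 83.9% at an equal number, so part of the excess does not depend on the shared brm-1 background. Sites that both proteins share without BRM may explain the rest, as may a difference between the libraries of each background, and these were not tested.

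The BCL7B gene ranked high in the BCL7B libraries, from percentile 94.97 to 98.5, and at percentile 20.0 to 69.2 in those of BCL7A. Extra copies of the locus from the tagged transgene are a candidate explanation. The local background at the top peak was on average 2.26 times the genome background in the 4 BCL7B libraries and 1.396 to 1.485 times in those of BCL7A. A tall peak raises its own local background, so peaks of like rank (within 2 percentiles) were compared, and their median ratio was 1.10 to 1.18 in the BCL7B libraries and 1.14 to 1.18 in those of BCL7A. The background at the locus was higher than at 95.04% to 99.8% of peaks of like rank in the BCL7B libraries and than at 70.2% to 79.1% in those of BCL7A, so it stood out mainly in the former. At the BCL7A gene the highest peak of each library ranked at percentile 57.6 to 73.8 in the BCL7A libraries and 45.2 to 65.7 in those of BCL7B, where it lay downstream of the gene. At the peak nearest to the BCL7A TSS the percentile was 57.6 to 73.8 in the BCL7A libraries and 6.01 to 27.5 in those of BCL7B, and the local background was 1.60 to 1.76 and 1.15 to 1.22 times the genome background. The pattern at the BCL7A gene was thus similar but smaller. Binding of each protein at its own gene stays open.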
